A study of Mus musculus with 12 samples. Its data were reported in "Benchmarking of ATAC Sequencing Data From BGI’s Low-Cost DNBSEQ-G400 Instrument for Identification of Open and Occupied Chromatin Regions" (2022).

How the data were processed

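Chromatin accessibility was measured by Omni-ATAC-seq, in which a Tn5 transposase inserts sequencing adapters into open DNA, in sorted mouse embryonic fibroblasts (MEFs) and mouse embryonic stem cells (mESCs) of a C57/Bl6 background. There were 6 libraries, numbered 1, 2 and 4 for MEFs and 1, 3 and 5 for mESCs, and each library was sequenced on a BGI DNBSEQ-G400 and on an Illumina HiSeqX10 instrument. This gave 12 samples in 4 groups of 3, grouped by cell type and platform from the sample titles. BGI reads were 100 bp paired-end, and Illumina reads were sequenced at 150 bp and trimmed to 100 bp.

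The authors aligned the reads to GRCm38 (mm10), removed duplicates and mitochondrial reads, and down-sampled every MEF sample to 60 M reads and every mESC sample to 45 M reads. They called peaks in each sample alone with MACS2 at a loose threshold. The deposited peak calls give, for each summit, the -log10 of a p-value and of a q-value against the genome-wide background, the fold enrichment of the summit over that background as a ratio, and a score that is 10 times the -log10 p, cut to a whole number. An interval with several summits fills several lines of these files, and in this text each summit counts as 1 called peak. The deposited lists of reproducible peaks hold positions without scores. Per the study's methods, a listed peak had a score-per-million value of at least 3 in at least 2 samples of its group. Score-per-million values were recomputed here over all called peaks of a sample, whereas the authors computed theirs after removing overlapping peaks. The larger sum makes the values here lower, and they are not those behind the lists: of the BGI-only MEF peaks, 59.1% reached 3 in at least 2 of their own samples. There are 4 such lists, for each cell type on each platform. The deposited tables hold the raw read count of every sample in each peak, without normalization, for 4 peak sets: peaks of both cell types on BGI, peaks of both cell types on Illumina, MEF peaks of both platforms and mESC peaks of both platforms. The authors wrote the platform into the column name only for BGI. Columns without it were taken as Illumina, and this was checked from the peak calls: in each of the 6 libraries the ratio of the column with the platform name to the column without it correlated, across peaks, with the ratio of BGI to Illumina summit pileup (Spearman rho 0.772 to 0.816). All per-sample columns were used.

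Depth is given as the reads counted in a sample's peak set. Every peak set lay within the chromosome ends of the build. Positions below are on GRCm38, counted from 1. A peak was called a promoter peak if it lay within 1 kb of an annotated transcription start site (TSS), and otherwise exonic, intronic or intergenic. GC content was taken from the reference sequence over the peak, and was had for at least 99.8% of the peaks of each list and count table; the remainder, on unplaced scaffolds, had none.

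Called peaks, called peaks with a -log10 p of at least 10 and the median width of distinct called intervals were compared between platforms by a two-sided exact permutation test of the difference in means, with platform labels permuted within each cell type (400 arrangements, smallest possible p 0.005), and within 1 cell type (smallest possible p 0.1). These 3 measures form a family, adjusted by Benjamini-Hochberg. Because library numbers pair the samples, a two-sided exact sign-flip permutation test over the 6 libraries was the alternative (smallest possible p 0.03125). The pairing was checked on the counts: after removal of the group mean, samples with the same library number correlated between platforms at r = 0.618 to 0.837 in MEFs and 0.514 to 0.722 in mESCs, and samples with different numbers at -0.676 to 0.297 and -0.509 to -0.115. No pair of samples held identical counts.

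Reproducible peaks were called shared if at least 50% of the width overlapped a peak of the other platform's list. Intervals on shares are 95% Wilson intervals, which cover counting error only and treat peaks as independent. Differential accessibility was tested with the quasi-likelihood F test of edgeR 4.0.16, two-sided, with TMM normalization, the default expression filter and a Benjamini-Hochberg adjusted p under 0.05. Without pairing, the comparisons were mESC against MEF on each platform and BGI against Illumina in each cell type. The interaction of platform with cell type was tested on MEF peaks with at least 50% overlap with an mESC peak. The fit with library number as a block is printed beside the result wherever it changed a call or moved a count more than 1.5 times. Counts-per-million values (CPM) use the reads in peaks of the peak set. Similarity of samples was the Euclidean distance of log2 CPM with a prior count of 2. Correlations are across peaks, which are not independent replicates, and carry no p-value.

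The fits were tested on simulated data in which 200 peaks were changed by 1 on the log2 scale. They called 78.5% (mESC against MEF on BGI), 73.5% (the same on Illumina), 100% (platform in MEFs with the block) and 100% (platform in mESCs with the block) of the changed peaks, and unchanged peaks made up 5.99%, 6.37%, 6.10% and 1.96% of those called.

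Peaks to be named were fixed in advance by rule. For mESC against MEF, these were the 3 peaks with the lowest p-value in each direction in the BGI fit, among called peaks whose samples did not overlap between cell types. For the platforms, they were the 3 called peaks with the lowest p-value in each direction in each cell type. Added to these was the peak with the highest mean count within 1 kb of a TSS of Pou5f1, Sox2, Esrrb, Nr5a2, Klf4, Nanog, Thy1, Epcam and Actb.

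Alternatives were DESeq2 1.42.0 in place of edgeR, RLE size factors, library sizes fixed at the down-sampled depths or made equal within a cell type, no filter or a mean count of at least 50, a log2 fold change of at least 1, other overlap rules, promoter windows of 500 bp and 2 kb, leaving out each library, a GC offset per sample (a lowess curve of span 0.3 of each sample's log2 deviation on GC content) and counting one platform's samples on the other's peak set. Other splits of the samples were fitted in the same way. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, R 4.3.3, bedtools 2.31.1 and matplotlib 3.10.9 were used. Fragment lengths, transcription factor motifs and footprints, and expression were not analysed here.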

Results

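Omni-ATAC-seq profiles were collected from mouse embryonic fibroblasts (MEFs, sorted for the surface marker THY1) and from mouse embryonic stem cells (mESCs, sorted as THY1 negative and positive for SSEA1 and EPCAM). Each of 6 libraries, 3 per cell type, was read on a BGI DNBSEQ-G400 instrument, which sequences DNA nanoballs, and on an Illumina HiSeqX10 instrument. The 12 samples formed 4 groups of 3, and the question throughout was what the choice of sequencer changes in ATAC-seq data. On the BGI peak set, the reads counted in peaks for the BGI samples were 21,662,775, 20,119,289 and 20,085,886 in MEFs 1, 2 and 4 and 15,860,985, 16,911,482 and 16,097,537 in mESCs 1, 3 and 5. On the Illumina peak set, the Illumina samples held 21,441,767, 20,127,546 and 20,314,016 reads in the MEFs and 15,996,202, 16,958,488 and 16,122,676 in the mESCs. The peak sets contained 91,354 peaks (BGI, both cell types), 87,027 peaks (Illumina, both cell types), 61,891 peaks (MEFs, both platforms) and 67,063 peaks (mESCs, both platforms), and the median count of a peak in a sample was between 92 and 231.

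The first comparison asked whether a platform yields more called peaks from the same libraries. In MEFs, 226,390 ± 3423 (SD, n = 3) peaks were called per BGI sample and 217,884 ± 1467 (SD, n = 3) per Illumina sample, with more BGI peaks in 3 of 3 libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allows). In mESCs the numbers were 244,611 ± 7648 (SD, n = 3) and 249,146 ± 24,341 (SD, n = 3), with more BGI peaks in 2 of 3 libraries (two-sided exact permutation test, p = 0.9). Across both cell types the mean difference of BGI minus Illumina was 1985 peaks, and BGI was higher in 5 of 6 libraries (two-sided exact permutation test, p = 0.855, adjusted 0.855). This difference was less than the SD between replicates in 3 of the 4 groups. Those SDs measure the spread between libraries and not that of the difference within a library. In the 5 libraries with more BGI peaks, BGI minus Illumina was 5765 to 10,653. The mean difference was shaped by mESC library 1, for which 276,268 peaks were called on Illumina and 245,395 on BGI. Without mESC 1 the difference was 8570 peaks, without mESC 3 it was -999 and without mESC 5 it was -1615. The alternative that moved the difference most was counting distinct intervals in place of summits, which gave 9799 more on BGI (exact permutation p = 0.11). Among peaks with a -log10 p of at least 5 the difference was 6940 and passed the threshold (two-sided exact permutation test, p = 0.02).

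Peaks with a -log10 p of at least 10 numbered 117,917 ± 2965 (BGI) and 113,357 ± 2569 (Illumina) in MEFs (SD, n = 3; exact permutation p = 0.2), and 126,598 ± 2694 and 124,868 ± 3626 in mESCs (SD, n = 3; exact permutation p = 0.6). The difference across both cell types was 3145 peaks, with BGI higher in 5 of 6 libraries, and did not pass the threshold (exact permutation p = 0.09, adjusted 0.135; exact sign-flip p = 0.0625).

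Called intervals tended to be narrower on BGI. The median width was 447 ± 18.2 bp (SD, n = 3) on BGI and 480.3 ± 16.0 bp (SD, n = 3) on Illumina in MEFs, and 433 ± 7.64 bp (SD, n = 3) and 450.0 ± 10.6 bp (SD, n = 3) in mESCs, and within either cell type the exact permutation p was 0.2. The mean difference was -25.2 bp, with BGI narrower in 5 of 6 libraries and 2 bp wider in mESC 1 (two-sided exact permutation test, p = 0.025). After adjustment over the 3 measures the p-value was 0.075, and with libraries paired it was 0.0625 (exact sign-flip permutation), so neither passed 0.05. Leaving out MEF 1, mESC 3 or mESC 5 also took the exact permutation p above 0.05, at 0.0833, 0.0667 and 0.0667. The difference was largest, at -79.3 bp, among intervals with a -log10 p of at least 10 (exact permutation p = 0.005, the smallest possible), and it was -53.7 bp among intervals at peaks shared by both platforms (exact permutation p = 0.015).

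**Figure D1:**
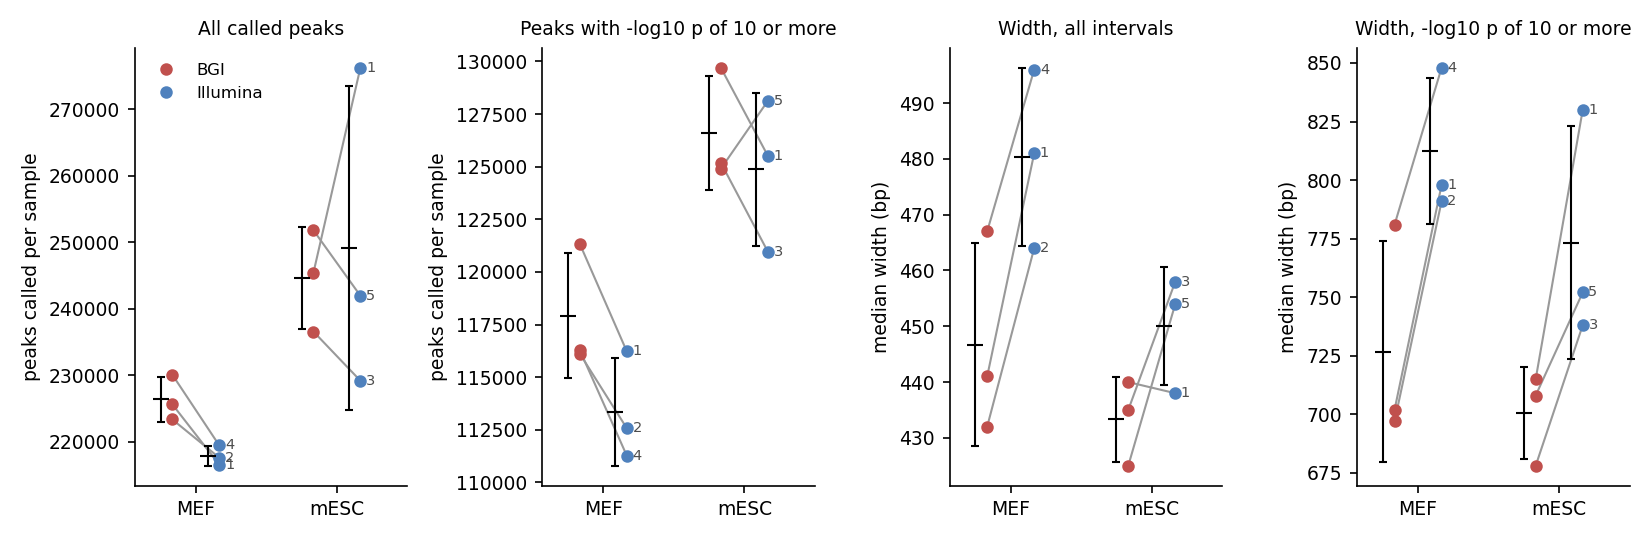
Called peaks per sample (left panels, number of peaks) and median width of called intervals (right panels, bp) for all calls and for calls with a -log10 p of at least 10; each point is 1 sample, lines join a library on both platforms, numbers name the libraries, bars give the mean and SD (n = 3), and the y axes do not start at 0. mESC 1 on Illumina, with 276,268 called peaks, lies above the other samples, and in the panel of strong intervals all 6 libraries are narrower on BGI.

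The lists of reproducible peaks were compared to ask how far the platforms find the same sites. The MEF lists held 58,813 peaks on BGI and 55,071 on Illumina, and the mESC lists 62,270 and 60,956, with a median peak width of 502 bp. In MEFs, 50,827 BGI peaks (86.4%) overlapped an Illumina peak by at least 50% of the width, 7986 peaks were on the BGI list only and 4237 on the Illumina list only, so that 80.6% of the sites were shared (95% Wilson interval 80.3 to 80.9). In mESCs, 54,881 BGI peaks (88.1%) were shared, 7389 were on the BGI list only and 6070 on the Illumina list only, a shared part of 80.3% (80.01 to 80.60). The overlap rule that moved these shares most was 80% of the width, which gave 76.6% in MEFs and 76.1% in mESCs. The lists are 1 per cell type and platform, so no test between platforms was possible.

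Almost every peak missing from a platform's list was nevertheless called there. Of the BGI-only MEF peaks, 7985 of 7986 overlapped a called peak in at least 2 of 3 Illumina samples, as did 7388 of 7389 BGI-only mESC peaks. All 4237 Illumina-only MEF peaks and all 6070 Illumina-only mESC peaks were called in at least 2 of 3 BGI samples. The strictest reading, a called summit inside the peak, gave 96.9%, 97.3%, 96.4% and 97.7% for these sets in the same order. The authors' peak scores were lower for platform-only peaks: the median -log10 p of BGI-only MEF peaks was 27.2 on BGI and 20.1 on Illumina, against 67.0 and 61.4 for shared peaks. Illumina-only MEF peaks had a median of 26.8 on Illumina and 22.2 on BGI. In mESCs the medians were 23.1 and 17.4 for BGI-only peaks, 21.4 and 18.3 for Illumina-only peaks (own platform first), and 51.8 on BGI and 48.4 on Illumina for shared peaks.

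The location of platform-only peaks was compared next. In MEFs, 29.4% (95% Wilson interval 28.4 to 30.4) of BGI-only peaks lay within 1 kb of a TSS, against 40.4% (40.02 to 40.88) of shared and 51.8% (50.3 to 53.3) of Illumina-only peaks. In mESCs the shares were 34.0% (32.9 to 35.1), 40.4% (39.99 to 40.81) and 44.8% (43.6 to 46.1). The order was the same for windows of 500 bp and 2 kb, and the largest shift was that of the Illumina-only MEF peaks, to 44.7% with the 500 bp window. The median GC content followed the same order, with 48.4%, 51.8% and 54.4% in MEFs and 50.8%, 53.0% and 54.8% in mESCs.

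**Figure D2:**
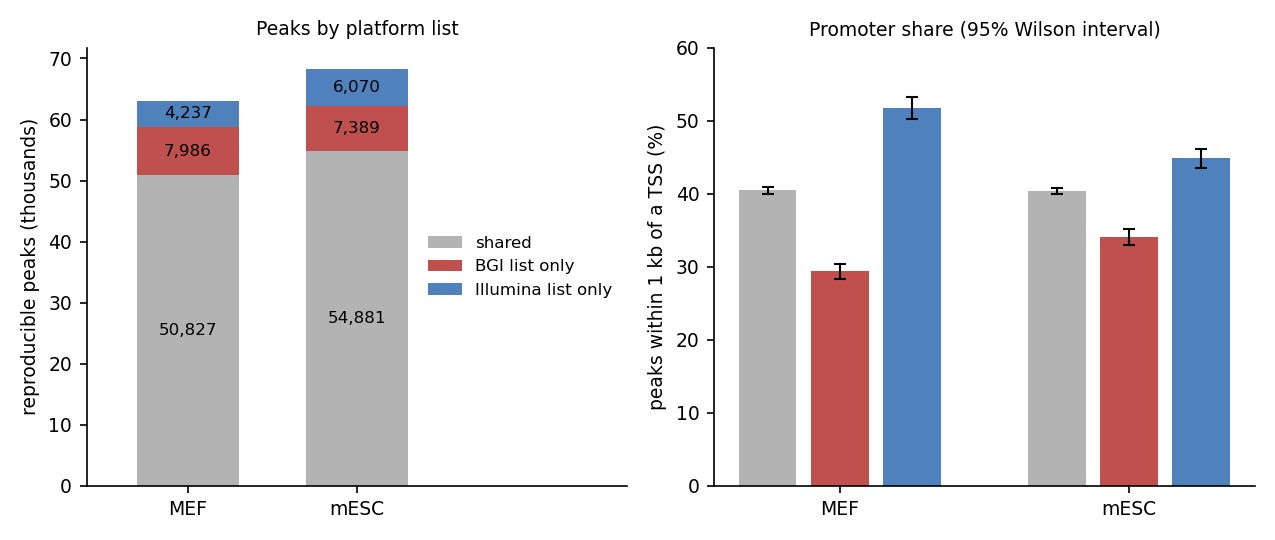
Number of reproducible peaks by platform list (left, BGI peaks counted for the shared part) and percent of peaks within 1 kb of a TSS (right) in MEFs and mESCs, with bars for shared, BGI-only and Illumina-only peaks and 95% Wilson intervals. In both cell types the promoter share is lowest for BGI-only peaks (29.4% and 34.0%) and highest for Illumina-only peaks (51.8% and 44.8%).

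Accessibility was then compared between mESCs and MEFs on each platform, the contrast used in the study to find cell-type-specific regulators. On BGI, edgeR called 76,825 of 91,354 peaks (84.1%), of which 37,355 were higher and 39,470 lower in mESCs. On Illumina it called 73,566 of 87,027 peaks (84.5%), with 36,649 higher and 36,917 lower. The mESC and MEF samples did not overlap at 77,760 BGI peaks (85.1%) and 74,470 Illumina peaks (85.6%), where chance gives 10%. The largest shift came from a required log2 fold change of at least 1, which left 57,598 and 53,802 peaks. With library sizes fixed at the down-sampled depths, the median log2 fold change over all peaks moved from -0.08 to 0.06 on BGI and from -0.03 to 0.09 on Illumina. The larger number on BGI followed the peak set: the Illumina samples counted on the BGI peak set gave 77,312 calls, and the BGI samples on the Illumina peak set gave 72,969.

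**Figure D3:**
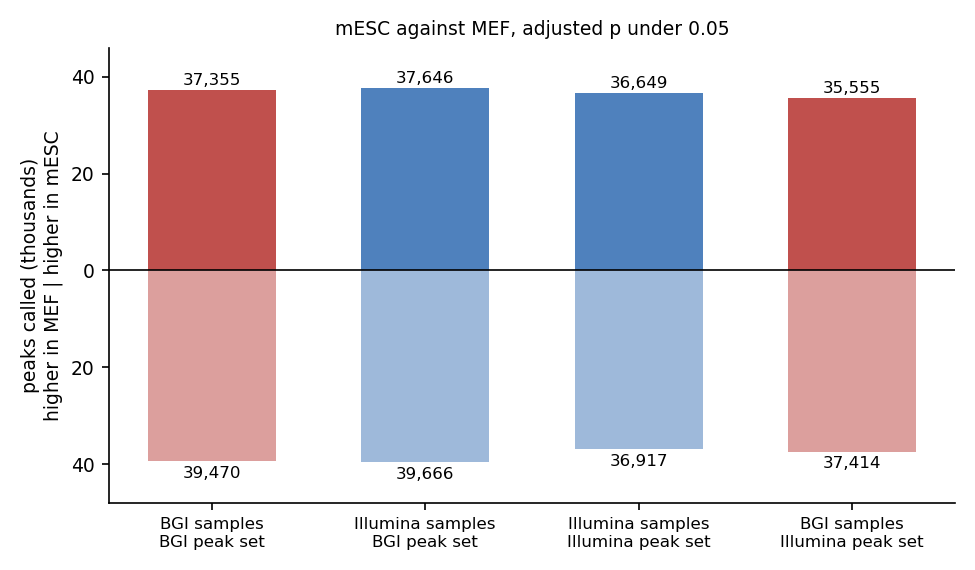
Peaks called by edgeR between mESCs and MEFs (y axis; up, higher in mESCs; down, higher in MEFs) for the samples of each platform (n = 3 per cell type) counted on each platform's peak set. On the BGI peak set the BGI and Illumina samples give 37,355 and 37,646 peaks higher in mESCs, and on the Illumina peak set 35,555 and 36,649. Both directions together number 76,825 and 77,312 on the BGI peak set and 72,969 and 73,566 on the Illumina peak set.

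Across 79,625 peaks common to both sets by at least 50% overlap, the log2 fold changes of the platforms correlated at r = 0.992 and had the same sign at 97.2% of peaks. Both platforms called 64,924 of these peaks, with 0 in opposite directions, while 1859 were called on BGI only and 2463 on Illumina only. With an overlap of 1 bp or more, both called 65,935 peaks, of which 49 were in opposite directions. Without mESC 5, 1 peak was called in opposite directions. Both platforms read the same libraries, and the contrast between cell types is large. Differences between single replicates of 1 cell type, which lack that contrast, correlated between platforms at 0.430 to 0.819 in MEFs and 0.529 to 0.731 in mESCs. Leaving out each library in turn gave r between 0.989 and 0.991.

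The strongest of the called peaks by the naming rule had adjusted p-values between 2.57e-14 and 4.02e-14 in the edgeR fit of BGI samples. Higher in mESCs were a promoter peak of Zmynd8 (chromosome 2, 165861580 to 165862081), with 124 ± 4.85 CPM in mESCs and 4.15 ± 0.441 CPM in MEFs (SD, n = 3 each) and a log2 fold change of 4.83 ± 0.11 (SE), and intergenic peaks 5382 bp from the nearest TSS, of Gm14412 (chromosome 2, 177329689 to 177330190; log2 fold change 6.54 ± 0.15), and 19,369 bp from that of Gpt2 (chromosome 8, 85472706 to 85473207; 6.27 ± 0.15). Higher in MEFs were an intergenic peak with Gm8748 as the nearest gene (chromosome 8, 104022895 to 104023396; -5.22 ± 0.13), an intergenic peak with Gm37505 as the nearest gene (chromosome 10, 120717066 to 120717567; -4.91 ± 0.13) and a peak in an intron of Il1rl1 (chromosome 1, 40444696 to 40445197; -5.33 ± 0.15). The matching Illumina peaks had log2 fold changes of 5.16, 7.14, 7.24, -5.64, -5.28 and -5.75 in the same order.

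Peaks within 1 kb of a TSS of pluripotency factors and of the sorting markers were examined as loci fixed in advance. The start of any annotated transcript counted, so a peak need not lie at the main promoter. The Pou5f1 and Esrrb peaks lay inside their genes, which begin at 35506018 and 86361117. Those of Nr5a2, on the minus strand, lay inside a gene that begins at 136960448. The Pou5f1 peak with the highest count (chromosome 17, 35509264 to 35509765) had 26.8 ± 0.818 CPM in mESCs and 5.78 ± 1.16 CPM in MEFs on BGI (SD, n = 3 each), a log2 fold change of 2.14 ± 0.15 (SE; edgeR adjusted p = 4.75e-10), and 2.55 ± 0.16 on Illumina (adjusted p = 1.59e-10). At Nanog (chromosome 6, 122707205 to 122707706) the log2 fold changes were 4.46 and 4.99, at Esrrb (chromosome 12, 86504202 to 86504703) 6.12 and 6.89, at Sox2 (chromosome 3, 34649655 to 34650156) 2.21 and 2.06 and at Epcam (chromosome 17, 87636319 to 87636820) 1.66 and 1.47, for BGI and Illumina. Thy1 (chromosome 9, 44043101 to 44043602) was lower in mESCs, at -1.72 and -1.76. For Nr5a2 the rule chose neighbouring peaks on the platforms, with 1.80 on BGI (chromosome 1, 136949202 to 136949703) and 0.54 on Illumina (136948890 to 136949391). The Klf4 peak (chromosome 4, 55532769 to 55533270) was slightly lower in mESCs, at -0.27 on BGI (edgeR adjusted p = 0.0493) and -0.29 on Illumina (adjusted p = 0.00938). The BGI call was lost with DESeq2 (adjusted p = 0.0684), with RLE size factors (0.0820), at the down-sampled depths (0.360), with a mean count of at least 50 (0.0760), without MEF 4 (0.396) and without mESC 1 (0.0666), 3 (0.106) or 5 (0.165), and the Illumina call at the down-sampled depths (0.170). Actb (chromosome 5, 142905794 to 142906295) did not differ detectably, at 0.08 on BGI (edgeR adjusted p = 0.457) and 0.05 on Illumina (adjusted p = 0.609), and the Illumina value changed sign without MEF 2 (-0.055) or mESC 3 (-0.055).

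The platforms were compared directly within each cell type. In MEFs, edgeR without pairing called 2514 of 61,891 peaks, 66 higher and 2448 lower on BGI. In mESCs it called 2164 of 67,063 peaks, 28 higher and 2136 lower. With library number as a block these numbers rose to 18,075 (8604 higher, 9471 lower on BGI) and 14,304 (3873 higher, 10,431 lower). DESeq2 without pairing called 5914 and 2112 peaks, and with the block 6404 and 3557. These rest on fewer tested peaks than in edgeR. They were 46,292 in MEFs and 43,659 in mESCs without pairing, and 42,692 and 38,459 with the block. The near balance of directions in MEFs with the block, at 47.6% higher on BGI, was not kept: without 1 library the share was between 29.7% and 32.5%, and with DESeq2 and the block it was 12.4%. Among alternatives that kept all libraries, a GC offset moved the unpaired counts most as a ratio and left 1 peak in MEFs and 3 in mESCs (edgeR; 4677 and 3629 at an unadjusted p under 0.05; DESeq2 was not run with the offset). The unpaired counts also rested on single libraries. Without MEF 1 or MEF 2 edgeR called 0 peaks (5428 and 4885 at an unadjusted p under 0.05; DESeq2 was not run without a library) and without MEF 4 it called 6132. Without mESC 1 it called 1 peak, without mESC 3 it called 1373 and without mESC 5 it called 0 (4747 at an unadjusted p under 0.05). With the block the counts stayed between 11,023 and 15,222 in MEFs and between 9118 and 11,176 in mESCs, where MEF 1 (11,179 without it), MEF 2 (11,023) and mESC 3 (9118) moved them by more than 1.5 times. The differences were small: with the block, 63 MEF and 55 mESC peaks had a log2 fold change of at least 1 in size, and without it 64 and 55.

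The platform difference varied with GC content. In the fit with the block, the log2 ratio of BGI to Illumina fell with GC content across peaks (Spearman rho -0.578 in MEFs and -0.551 in mESCs), and in single libraries rho lay between -0.505 and -0.495 in MEFs and between -0.471 and -0.454 in mESCs. In the top 10% of peaks by GC content (median 70.4% and 69.9%) the median log2 ratio was -0.37 in MEFs and -0.35 in mESCs, and 84.0% and 84.2% of these peaks were called lower on BGI. In the bottom 10% (median 39.8% and 42.9%) the median was 0.15 and 0.09. The median log2 ratio of promoter peaks minus that of other peaks was -0.23 in MEFs and -0.17 in mESCs, and within 10 bins of GC content this difference averaged -0.06 and -0.04. With the block and a GC offset, 7866 MEF and 5804 mESC peaks were past the threshold, of which 51.3% and 51.2% were higher on BGI. The offset itself centres the ratios along GC content, so it largely sets this near-even share.

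**Figure D4:**
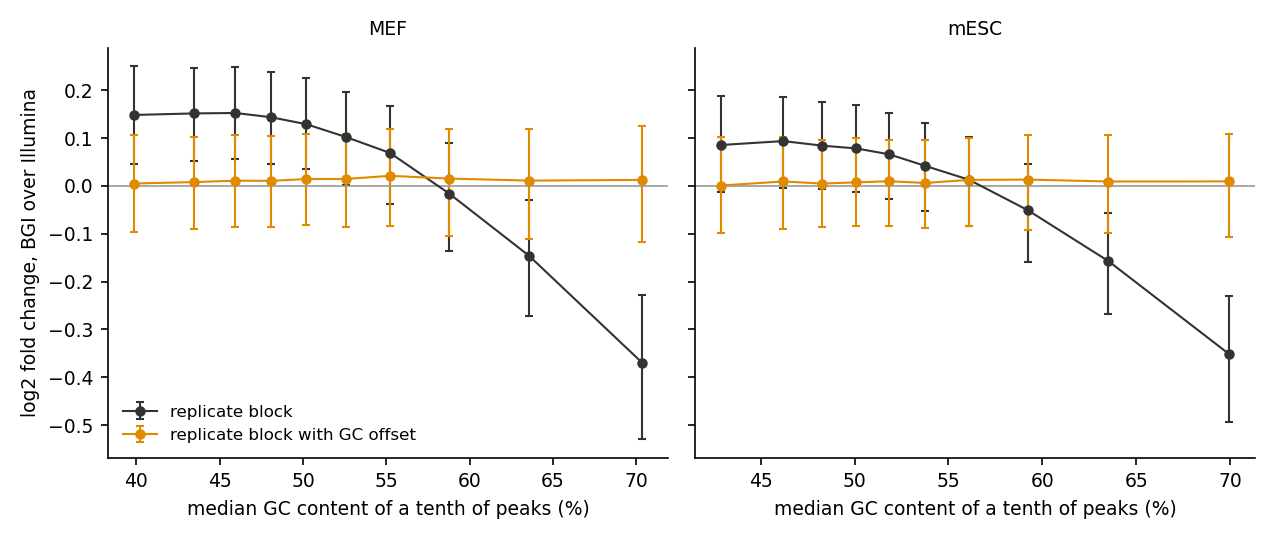
Median log2 fold change of BGI over Illumina (y axis; bars give the quartiles across peaks) in 10 equal bins of peaks by GC content (x axis, %) in MEFs and mESCs, from edgeR fits with library number as a block (n = 3 libraries), with and without a GC offset. Without the offset the medians fall to -0.37 and -0.35 in the bin of highest GC content.

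By the naming rule, the peaks with the lowest p-values among those lower on BGI in MEFs were promoter peaks of Cdk9 (chromosome 2, 32712881 to 32713382; GC content 78.5%), Zfp652 (chromosome 11, 95712752 to 95713299; 81.8%) and Mirlet7i (chromosome 10, 122985724 to 122986295; 80.8%). The Cdk9 peak had 31.9 ± 1.82 CPM on BGI and 59.2 ± 0.905 CPM on Illumina (SD, n = 3 each) and a log2 fold change of -0.91 ± 0.07 (SE; edgeR adjusted p = 0.00322). The others had -1.26 and -0.80 with the same adjusted p. In mESCs they were promoter peaks of Egln1 (chromosome 8, 124949076 to 124949619; GC content 84.7%; log2 fold change -1.16), 2410022M11Rik (chromosome 14, 56811767 to 56812314; 75.9%; -1.28) and Cnnm3 (chromosome 1, 36512161 to 36512704; 82.4%; -1.03), with adjusted p-values of 0.000561, 0.000561 and 0.00131 (edgeR). Higher on BGI in MEFs were peaks near Gm22011 (chromosome 5, 77660768 to 77661269; 1.93), near Poll (chromosome 19, 45548148 to 45548690; 0.71) and in an intron of Rarb (chromosome 14, 16448525 to 16449039; 0.87), with adjusted p-values of 0.00558 to 0.00587. Higher on BGI in mESCs were a peak in an intron of Cntnap5b (chromosome 1, 100179901 to 100180402), with 11.6 ± 0.766 CPM on BGI and 2.37 ± 0.486 CPM on Illumina (SD, n = 3 each) and a log2 fold change of 2.24 ± 0.18 (SE; edgeR adjusted p = 0.000561), a peak near Akap12 (chromosome 10, 4250622 to 4251173; 0.67) and a promoter peak of Gng2 (chromosome 14, 19976849 to 19977353; 0.60). With the block and the GC offset, 11 of these 12 peaks were past the threshold, and the Mirlet7i peak was not (edgeR adjusted p = 0.225). The log2 fold changes of the peaks lower on BGI were then closer to 0, at -0.28, -0.52 and -0.09 in MEFs and -0.35, -0.75 and -0.30 in mESCs in the order given, and those of the peaks higher on BGI were 2.20, 0.82 and 0.89 in MEFs and 2.16, 0.64 and 0.64 in mESCs. With the GC offset and no pairing, 6 of 6 MEF peaks and 4 of 6 mESC peaks lost the threshold. Without pairing, leaving out MEF 1 or MEF 2 took it from 6 of 6 MEF peaks, and leaving out mESC 1 or mESC 5 took it from 5 and 6 of the 6 mESC peaks. DESeq2, with or without the block, gave no adjusted p to 1 peak in each cell type, those near Gm22011 and in Cntnap5b.

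Whether the platform difference itself differed between cell types was tested on 30,526 peaks common to MEFs and mESCs. Without pairing, edgeR called 0 peaks, with 253 (0.83%) at an unadjusted p under 0.05. DESeq2 was not run for this term. A share of 0.83% is below what that threshold passes by chance. The fit without pairing leaves differences between libraries in its error, so its 0 calls are little evidence against a difference. With the 6 libraries as a block edgeR called 4 peaks, and 2701 (8.85%) at an unadjusted p under 0.05. That number was 1 without MEF 1, 53 without MEF 4 and 3 without mESC 3. It was 0 without MEF 2 (2427 at an unadjusted p under 0.05), without mESC 1 (2233) and without mESC 5 (2241).

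Samples were compared with one another to ask whether a library is closer to itself on the other platform or to another library on the same platform. On the BGI and Illumina peak sets, all 12 samples were nearest to their own library. On the MEF peak set this held for 8 of 12 samples: MEFs 1 and 2 were nearest to each other on the same platform. On the mESC peak set it held for 10 of 12, and mESC 5 was nearest to mESC 1 on the same platform. On the cell type's own peak set, the correlation of log2 CPM for a library across platforms was 0.961 to 0.971 in MEFs and 0.958 to 0.972 in mESCs, and that of other libraries on the same platform 0.917 to 0.977 and 0.945 to 0.962. Ranking by Spearman rho moved the count most, to 7 of 12 on the Illumina peak set and 9 of 12 on the BGI peak set. In every setting tried, the nearest sample was of the same cell type for all 12. Where the nearest sample was the own library, this follows from the design.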

Values the study reported

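The study reported 58,813 reproducible MEF peaks on BGI and 55,071 on Illumina, and 62,270 and 60,956 mESC peaks. It stated that 83.14% of the MEF peaks and 82.87% of the mESC peaks overlapped between platforms. Peaks found on BGI alone numbered 7,051 in MEFs and 6,375 in mESCs, and peaks found on Illumina alone numbered 3,384 and 5,116. Its text put the surplus of BGI over Illumina at 1,314 peaks for MEFs and at 3,742 for mESCs. By its methods, the consensus sets across both platforms held 61,891 MEF peaks and 67,063 mESC peaks. Its results text prints a different number for the MEF set. The sets across both cell types held 91,355 BGI peaks and 87,028 Illumina peaks.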

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

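For chromosome Y every test was chosen after its result was seen, and for the interaction the tests were planned, except that the 4 peaks were named and the block was combined with a GC offset after their values were seen.

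Called peaks on the gene-bearing end of chromosome Y, below 4 Mb, appeared in data outside the main measurement, since no count table holds a peak on this chromosome. MEF 4 had 8 such peaks on BGI and 9 on Illumina, mESC 5 had 6 on each platform, and the other 8 samples had 0. Calls from 90 Mb on were not more numerous in MEF 4: they numbered 34 to 41 in MEFs 1 and 2, all of the calls on Y there, 28 and 25 in MEF 4, 3 and 3 in mESC 5, and 0 or 1 in the other mESCs. In MEF 4 the called summits within 1 kb of a TSS included Uty (highest -log10 p 55.7 on BGI and 42.4 on Illumina), Ddx3y (24.8 and 18.0) and Eif2s3y (14.9 and 27.3). Kdm5d, also among the 4 genes examined, had no such summit in MEF 4 on either platform. Its copy on chromosome X, Kdm5c, was called there (170 and 249). In mESC 5 only Uty among the 4 genes had such a summit, with 9.12 and 9.25. Reads of the copies of these genes on chromosome X, misplaced on Y, would be found in every sample, because all 12 had strong called peaks at those copies, yet only 4 samples had a called summit within 1 kb of a TSS of the Y genes. Mixing of samples at the sequencing step would differ between runs, yet presence or absence was the same on both platforms in 6 of 6 libraries. Mixing of cells before library preparation was not tested. A candidate explanation for MEF 4 is that it came from male cells and MEFs 1 and 2 from female cells: at the peak nearest to the Xist start (X, 103481544 to 103482045), the CPM of MEF 4 was 0.469 times the mean of the others, at 112 and 130 counts against 230 to 300. The origin of the calls from 90 Mb on in MEFs 1 and 2 was not tested, so whether they count against this explanation stays open. The lack of a Kdm5d summit in MEF 4 is not accounted for by this explanation. For the mESCs, a second active X chromosome in libraries 1 and 3 would raise the share of counts on X well above that of library 5, and the ratio was 1.04, which argues against a doubling. The share was 1.39% on BGI and 1.37% on Illumina in libraries 1 and 5 alike, and 1.501% and 1.485% in library 3, so a small excess in library 3 stays open. The sex of the cells is not among the groups of the design, so no biological explanation was tested by it, and what sets mESC 5 apart stays open.

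The platform effect differed between cell types at 4 peaks when library was a block, and at 0 without pairing (edgeR). At an unadjusted p under 0.05 the numbers were 253 (0.83%) without pairing and 2701 (8.85%) with the block. DESeq2 was not run. The 0 without pairing is little evidence against a difference, as given above. For each of the 4 peaks the edgeR adjusted p was 0.0226 with the block. It was 0.0233 to 0.0402 with the block and a GC offset, and 0.99998 without pairing. At a promoter peak of Hmgb3 (X, 71556182 to 71556683) the difference of mESC minus MEF in log2 BGI over Illumina was 0.75: the log2 ratios of the libraries were -1.30, -1.28 and -1.21 in MEFs and -0.40, -0.60 and -0.51 in mESCs. At a promoter peak of Ntmt1 (chromosome 2, 30807525 to 30808027) it was -0.29, with library ratios of 0.24 to 0.35 in MEFs and 0.003 to 0.14 in mESCs. On the unplaced scaffold JH584304.1 it was -0.36 at 58790 to 59294, where the ratios of the groups did not overlap, and -0.19 at 59467 to 59972, where they did. The number of calls depended on single libraries, with 1 without MEF 1, 53 without MEF 4, 3 without mESC 3 and 0 without MEF 2, mESC 1 or mESC 5 (2427, 2233 and 2241 at an unadjusted p under 0.05, edgeR). GC content as the cause is argued against for the peaks that have a GC value, since 2 of 2 were still called with the GC offset. For the scaffold peaks GC content was not tested, as the reference gave them none. Only 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many calls, the real one, and with 10 splits chance cannot be excluded. A biological difference between the cell types stays open and was not tested.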

How the results depend on the processing

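Among the alternatives, those chosen after the results were seen are the exchange of peak sets between platforms, every GC offset except that with the block in the platform comparisons, the block with DESeq2 or with a fold-change threshold, the interaction on the mESC peak set, the merged regions, the called summit inside a peak, agreement without a library or on 1 peak set, the GC correction of similarity and the pileup minimum of 8. The others, and the tests of the report, were set before the data were examined.

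The counts of mESC against MEF calls held under every alternative, within 1.5 times, at 74,108 to 76,404 on BGI and 71,060 to 73,230 on Illumina without 1 library. The expression filter removed no peak, so dropping it tested nothing. The top-half-score alternative for the list overlap was not run, because the lists hold no score. Among the comparisons run with and without the block, the calls it changed are given here and in the report.

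The platform difference was not stable in its number of calls. In MEFs it moved from 2514 calls to 18,075 (block), 5914 (DESeq2), 6404 (block with DESeq2), 7866 (block with GC offset), 1 (GC offset), 64 (log2 fold change of at least 1), 63 (the same with block) and 0 to 6132 (without 1 library). In mESCs it moved from 2164 to 14,304 (block), 3557 (block with DESeq2), 1150 (equal library sizes), 5804 (block with GC offset), 3 (GC offset), 55 (log2 fold change of at least 1, with or without block) and 0 to 1373 (without 1 library). With the block, leaving out 1 library gave 11,023 to 15,222 and 9118 to 11,176. The DESeq2 counts rest on fewer tested peaks, as given above. Fewer samples are 1 reason for lower counts without a library, a fold-change threshold leaves fewer peaks by construction, and otherwise the cause was not tested. The interaction moved from 0 calls to 4 with the block, 4 with the block on the mESC peak set and 4 with the block and a GC offset, and with the block it ranged from 0 to 53 without 1 library.

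For called peaks per sample, the difference of 1985 rose to 6940 and passed the threshold at a -log10 p of at least 5 (exact permutation p = 0.02). Without 1 library it ranged from -1615 to 8570, and it reversed without mESC 3 (-999) and without mESC 5 (-1615), the libraries that remained giving more weight to mESC 1. The width difference of -25.2 bp lost the threshold with libraries paired and ranged from -29.8 to -22.1 bp without 1 library, where it lost the threshold without MEF 1 (-23.6), mESC 3 (-23.6) and mESC 5 (-22.1); fewer arrangements remain in both cases. The difference at a -log10 p of at least 10 ranged from 2520 to 4384 without 1 library and did not pass the threshold there or with libraries paired. With a score-per-million value of at least 3, recomputed over all called peaks, in its place it was 1748.5, which did not pass without pairing (exact permutation p = 0.175) and did with it (exact sign-flip permutation p = 0.03125, the smallest possible).

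Overlap of the lists was 83.2% and 82.9% (MEFs, mESCs) at 1 bp or more, 76.6% and 76.1% at 80% of the width and 83.1% and 82.9% over merged regions, as the rules require more or less overlap. The share of peaks within 1 kb of a TSS changed with the window by construction: for BGI-only, shared and Illumina-only peaks it was 23.9%, 35.7% and 44.7% (500 bp) and 35.4%, 45.99% and 57.5% (2 kb) in MEFs, and 28.2%, 35.4% and 38.0%, and 40.4%, 47.0% and 51.1% in mESCs. Platform-only peaks called on the other platform in all 3 samples made up 99.2% (MEF BGI-only), 99.8% (MEF Illumina-only) and 99.9% (mESC BGI-only), and 100% of the last were called in at least 1. With a summit inside the peak the shares were 96.9%, 96.4% and 97.3%, and 97.7% for mESC Illumina-only. Without 1 library they ranged from 99.24% to 99.95%, 99.83% to 99.98% and 99.86% to 99.96%, a stricter rule since 2 of 2 samples are then needed.

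Agreement of the log2 fold changes was 0.996 by Spearman rho and 0.989 to 0.991 without 1 library. Similarity by Spearman rho fell to 7 of 12 on the Illumina peak set, and the cause was not tested. Among peaks named singly, only Actb on Illumina reversed, at -0.0550 without MEF 2 and -0.0549 without mESC 3 (-0.0550 to 0.116 without 1 library), and it was not past the threshold under any alternative. In all, 2 such values reversed, 47 were weaker, 8 stronger and 518 the same.

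In simulated data at the depths of these samples, 78.5% (BGI) and 73.5% (Illumina) of peaks changed by 1 on the log2 scale were called between cell types, and 100% between platforms with the block in either cell type. Depth itself was not varied, so its part in these figures was not tested. Smaller changes, as most of the called platform differences were, were not simulated either.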

Other observations

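Chosen after the result was seen were the tests of the peak set, of the whole-number step in mESC 1, of calls with a GC offset, of the GC correction of similarity and of absence on the other platform; the others were set beforehand.

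GC content is a candidate explanation for most of the unpaired platform calls. GC-rich peaks had fewer counts on BGI, and with a GC offset and no pairing edgeR called 1 peak in MEFs and 3 in mESCs (4677 and 3629 at an unadjusted p under 0.05). Promoter position in place of GC content is argued against, because the log2 ratio still fell with GC content among peaks away from promoters (Spearman rho -0.205 in MEFs and -0.249 in mESCs), though less steeply. Few counts per peak are argued against as well, with rho -0.767 and -0.740 in the 25% of peaks with the highest mean count, and so is a single deviating library, since the weakest of the 3 library values was -0.495 and -0.454. GC content as the only cause is argued against for the calls with the block: 7866 MEF and 5804 mESC peaks were past the threshold after the offset. Which platform departs from the true content of the libraries was not tested. Fragment length, which differs with platform in the study, was not analysed here and stays open. A biological explanation does not arise within a library read on both platforms.

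The same hypothesis was tested on the lists and on similarity. The median GC content of Illumina-only minus BGI-only peaks was 5.98 points in MEFs and 3.98 points in mESCs, in the direction it predicts. Away from promoters this gap was smaller. The medians there were 46.4% (BGI-only) and 48.4% (Illumina-only) in MEFs, and 49.2% and 51.2% in mESCs. Among promoter peaks they were 57.4% and 61.4% in MEFs, and 57.6% and 61.6% in mESCs. Absence of platform-only sites from the other platform is argued against. Of the 4 platform-only sets, 1 peak had no called peak in any sample of the other platform. After a GC correction, 10 of 12 samples were nearest to their own library on the MEF peak set, against 8 before, so GC content may be part of what draws samples of 1 platform together there.

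Narrower intervals on BGI were not explained by weak intervals, since the difference was -79.3 bp among those with a -log10 p of at least 10, nor by different loci, since it was -53.7 bp at shared peaks. Other causes were not tested here. The paper proposes that a higher share of small fragments on BGI sharpens the peak bases. In its mESC data, peaks called from short (sub-nucleosomal) reads were sharper than those from as many long (bi-nucleosomal) reads.

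The larger number of mESC against MEF calls on BGI may come from the size of the peak set alone: the Illumina samples counted on the BGI peak set gave 77,312 calls, against 76,825 for the BGI samples.

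In mESC 1 on Illumina the lowest summit pileup called was 6, against 7 in the other mESC samples. A whole-number step of the calling threshold could therefore add weak calls. Above its lowest level the sample still had 270,903 called peaks, against 245,395 in all on BGI, but a lower threshold can also change how intervals join, which this count does not remove, so the step and another cause cannot be told apart. With a summit pileup of at least 8 in every sample it had 260,439 against 241,473, and the difference between platforms over all samples was 3972 (exact permutation p = 0.495). At a -log10 p of at least 5 the sample had 200,899 called peaks and its BGI counterpart 205,817.

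Other splits of the samples were fitted for each count. For mESC against MEF on BGI and on Illumina, and for the platforms in MEFs and in mESCs without pairing, 1 of 10 splits gave as many calls, the real one, and the other 9 gave 0 in edgeR. With the block, 1 of 4 gave as many in each cell type. So few splits cannot by themselves exclude chance. For mESC against MEF the shares of peaks without overlap argue against it. The cell types did not overlap at 85.1% (BGI) and 85.6% (Illumina) of peaks, where chance gives 10%, though peaks are not independent. On both of these peak sets all 12 samples were nearest to their own library on the other platform. That the nearest sample was of the same cell type there follows from the design and does not bear on chance. The real platform split parts all 3 library pairs, and the 3 other splits that do so gave 0 calls in MEFs and in mESCs; they differ in that each mixes platforms within both groups.

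The BGI list exceeded the Illumina list by 3742 peaks in MEFs. That is higher than the value quoted from the study above. In mESCs it exceeded it by 1314 peaks. That is lower than the value quoted from the study above. The surpluses quoted from the study equal those found here with the cell types exchanged, and the list sizes quoted from it give the differences found here.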
